# Illuminating the functions of the understudied Fructosamine-3-kinase (FN3K) using a multi-omics approach reveals new links to lipid, carbon, and co-factor metabolic pathways

**DOI:** 10.21203/rs.3.rs-3934957/v1

**Published:** 2024-02-16

**Authors:** Safal Shrestha, Rahil Taujale, Samiksha Katiyar, Natarajan Kannan

## Abstract

Fructosamine-3-kinases (FN3Ks) are a conserved family of repair enzymes that phosphorylate reactive sugars attached to lysine residues in peptides and proteins. Although FN3Ks are present across the tree of life and share detectable sequence similarity to eukaryotic protein kinases, the biological processes regulated by these kinases are largely unknown. To address this knowledge gap, we leveraged the FN3K CRISPR Knock-Out (KO) cell line alongside an integrative multi-omics study combining transcriptomics, metabolomics, and interactomics to place these enzymes in a pathway context. The integrative analyses revealed the enrichment of pathways related to oxidative stress response, lipid biosynthesis (cholesterol and fatty acids), carbon and co-factor metabolism. Moreover, enrichment of nicotinamide adenine dinucleotide (NAD) binding proteins and localization of human FN3K (HsFN3K) to mitochondria suggests potential links between FN3Ks and NAD-mediated energy metabolism and redox balance. We report specific binding of HsFN3K to NAD compounds in a metal and concentration-dependent manner and provide insight into their binding mode using modeling and experimental site-directed mutagenesis. By identifying a potential link between FN3Ks, redox regulation, and NAD-dependent metabolic processes, our studies provide a framework for targeting these understudied kinases in diabetic complications and metabolic disorders where redox balance is altered.

## Introduction

Glycation is a universal post-translational modification in which reducing sugars such as glucose and fructose are non-enzymatically added to free amine groups on peptides, proteins, and lipids^1^. This non-enzymatic modification occurs endogenously in all living organisms and exogenously in the foods we eat^2^. Sugars attached to amine groups can undergo Amadori rearrangements to form stable linkages with biomolecules^3,4^. Because such linkages can adversely affect biomolecular functions, organisms have evolved detoxification/deglycation mechanisms to repair the potential toxic effects of sugars, an essential nutrient for life. Fructosamine-3 kinases (FN3Ks) are a family of deglycation enzymes that remove ribulose, psicose, and glucose sugars attached to surface exposed lysine residues (ketosamines) in proteins^5,6^. They do so by catalyzing the transfer of the gamma phosphate from ATP to the 3’ hydroxyl group in the ketosamine substrate. Phosphorylation of ketosamines by FN3Ks results in an unstable intermediate, ketosamine 3-phosphate, which spontaneously decomposes into inorganic phosphate and dicarbonyl sugar, 3-deoxyglucosone (3-DG), thereby regenerating the unmodified lysine^6^. The breakdown of ketosamine can result in the creation of Advanced Glycation End (AGEs) products^7^, which are associated with oxidative stress due to the heightened production of reactive oxygen species (ROS)^8^.

Deglycation by FN3Ks is an ancient mechanism for protein repair as FN3K homologs are present across the tree of life^9,10^. While lower eukaryotes and prokaryotes contain a single copy of the FN3K gene, most tetrapod genomes encode two copies: FN3K and FN3K Related Protein (FN3KRP). Interestingly, two independent gene duplication events have led to the tetrapods having two copies: one in reptiles/birds and the other in placental mammals^11^. Although the functions of FN3K homologs in lower eukaryotes and bacteria are yet to be established, it has been proposed that they repair proteins modified by ribose-5-phosphate, a potent glycating agent formed from the conserved pentose phosphate pathway^9,10^. Despite the remarkable conservation of FN3Ks across diverse organisms and their emerging role in protein repair, the biological and cellular processes linked to this important class of proteins remain unknown.

FN3K activity is highly substrate-specific with human FN3K (HsFN3K) phosphorylating ketosamines resulting from glycation of both L and D orientation sugars, whereas FN3KRP orthologs are limited to only D-orientation sugars^6,9,10,12^. At the transcriptional level, in human tissues, HsFN3K is highly expressed in the brain, kidney, liver, heart muscle and adrenal gland (Fig. 1a) whereas HsFN3KRP expression levels are somewhat uniform throughout the different tissues (Fig. 1a). The paralogs are also reported to be localized to distinct subcellular compartments. Based on immunohistochemistry (IHC) studies on HsFN3K in HepG2 cells, HsFN3K is reported to be localized in mitochondria whereas HsFN3KRP is localized in nucleoplasm in different cell lines^13^.

Previously, we reported the crystal structure of FN3K ortholog from *Arabidopsis thaliana* (AtFN3K), revealing an evolutionarily conserved redox regulation mechanism involving conserved cysteines in the ATP binding P-loop^14^. Specifically, we demonstrated that AtFN3K adopts a disulfide-linked dimer that can be reversed under reducing conditions and that the equivalent cysteine in HsFN3K (C24^HsFN3K^) performs an analogous role conferring redox sensitivity and disulfide-mediated oligomerization. Furthermore, a recent study has proposed a potential correlation between the deglycation function of HsFN3K and the development of hepatocellular carcinoma (liver cancer) through the involvement of the nuclear transcription factor NRF2^15^, which controls the expression of multiple antioxidant enzymes^16,17^. Acting as an adaptor protein, Kelch-like ECH-associated protein (KEAP1) interacts and directly inhibits Nuclear factor erythroid 2-related factor 2 (NRF2) by facilitating its ubiquitination through Cullin3 (CUL3) and marking it for proteasomal degradation^18^. KEAP1 encompasses redox-sensitive cysteines that undergo modifications during oxidative stress, impeding the interaction between KEAP1 and NRF2. The progressive buildup of NRF2 triggers the induction of antioxidant enzymes, further underscoring the role of HsFN3K in maintaining cellular redox balance and altered expression in liver cancer (Fig. 1b). It is worth noting that higher HsFN3K expression levels are also observed in ocular/eye and adrenal cancers (Fig. 1b). However, despite the altered expression of HsFN3K in multiple cancer types and their established roles in metabolic diseases such as diabetes and associated complications^19,20^, our understanding of FN3K’s functions within human cells and across different species, particularly in the context of redox regulation, remains incomplete.

Here we leverage the CRISPR Knock Out (KO) of HsFN3K in HepG2 liver cancer cell line (Fig. 1c, **Supplementary Fig. 1a**) and employ a multi-omics approach integrating transcriptomics, metabolomics, and interactomics to illuminate the cellular pathways associated with HsFN3K. Notably, knocking out HsFN3K did not change protein levels for the paralog HsFN3KRP (Fig. 1c). Completely knocking out HsFN3K in HepG2 cells resulted in upregulation of lipid biosynthesis (fatty acid and cholesterol) and oxidative stress response pathways. Joint enrichment analysis of the transcriptomics and the metabolomics datasets revealed enrichment of pathways related to glutathione and co-factor metabolisms, including Coenzyme A (CoA) and nicotinate/nicotinamide metabolism. Interestingly, several of the HsFN3K interacting partners were involved in fatty acid and pyruvate metabolism pathways, which we further validated using immunoprecipitation in HEK293T cells. We found that HsFN3K interacts with Fatty acid synthase (FASN) and Lactate dehydrogenase A (LDHA) in cytoplasm and with Pyruvate dehydrogenase B (PDHB) in mitochondria. Moreover, by performing enrichment analysis on the integrative network combining transcriptomics and interactomics, we identified enrichment of Nicotinamide dinucleotide (NAD) binding superfamily and thiolase domains. Finally, we validated HsFN3K binding to NAD compounds using Differential Scanning Fluorimetry (DSF). We further probed the binding specificity through mutagenesis and identified key residues in the adenosine as well as substrate binding pockets, revealing that HsFN3K is inhibited by NADH.

## Results

To investigate the molecular pathways regulated by HsFN3K, we utilized an integrative multi-omics approach. By leveraging the FN3K Clustered Regularly Interspaced Short Palindromic Repeats (CRISPR) Knock-Out (KO) HepG2 cell lines, we identified genes, metabolites, and pathways related to HsFN3K function. Enrichment analyses were performed on individual datasets and on combined metabolomics and transcriptomics (Fig. 2a), as well as on networks integrating transcriptomics and interactomics (Fig. 2b). While separate enrichment analyses highlighted key pathways, our integrative approach helped in linking these pathways, revealing interactions across different datasets, and providing unique insights.

### Transcriptomic Profiling and Pathway Analysis of HsFN3K KO Cells Reveals Alterations in Metallothionein Binding, Lipid Metabolism, and Oxidative Stress Response pathways.

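HepG2 is a cell line derived from a human liver tumour. Libraries from 3 plates of WT cells and 3 plates of FN3K KO cells were analysed. The replicates are plates of each line, so all p-values weigh the difference between lines against the spread between plates. They cannot tell the loss of FN3K from another difference between the lines. The paper speaks of total RNA, while the sample labels describe mRNA captured on oligo(dT) beads. The authors mapped the reads with HISAT2, assembled and quantified transcripts with StringTie, and deposited FPKM values (fragments scaled to the length of the transcript and to the mapped fragments of the library) for 6357 assembled loci. Of these loci, 4926 carry a gene name and 1431 do not. The depth of the libraries is unknown, since the values hold no read counts and it could not be recovered from steps at low values. FPKM summed to 300598, 291344 and 291372 in WT replicates 1, 2 and 3, and to 289983, 294595 and 314164 in KO replicates 1, 2 and 3. From these values, log2(FPKM + 1) was compared between the groups with limma, and fold changes on this scale understate the change of loci with low FPKM. Coordinates are from GENCODE version 29 on GRCh38, matched through the transcript identifiers of 4892 loci; the genome build used for mapping is not named in the text of the paper. The knocked-out gene, FN3K (chromosome 17 from 82735575 to 82751197), had 27.7, 21.9 and 23.2 FPKM in the WT libraries. In the KO libraries it had 0.782, 1.03 and 0.704 FPKM. This gave a log2 fold change of -3.78 (standard error 0.13, Benjamini-Hochberg adjusted p = 1.1e-07 from limma). With each library left out in turn, its log2 fold change stayed between -3.85 and -3.68. Every KO library was below every WT library (two-sided exact permutation test, p = 0.10, the smallest p that 3 libraries against 3 allow). The median log2 fold change of all loci was -0.14, so changes can be read against this shift.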

For the transcriptomics, we conducted RNA sequencing on total RNA from the KO and the wild type (WT) cells. The obtained reads were analyzed using the HISAT2-StringTie-Ballgown^21^ suite of tools where the reads are first mapped against the human reference using HISAT2^22^, followed by transcript assembly and quantification using StringTie^23^. Finally, based on these quantified transcripts in both the KO and WT cell lines, Ballgown^24^ was used to perform a differential expression analysis. Overall, we identified 408 differentially expressed genes (DEGs) (greater than 2 log-fold change and p-value < 0.05) in the CRISPR KO cells relative to WT cells) (Fig. 3a). 

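With an unadjusted limma p under 0.05 and a log2 fold change beyond 1 in size, the limit drawn in Fig. 3a, 485 of 6357 loci differed between FN3K KO and WT. Of these DEGs, 348 carried a gene name. The limit on the fold change moved this count most: 68 loci passed with a log2 fold change beyond 2 and 3745 with one beyond 0.2. With Benjamini-Hochberg adjustment and no fold limit, 3670 loci had an adjusted p under 0.05 in limma. With the library adjustment that Ballgown applies by default, an ordinary linear model gave 436 DEGs, and 1127 loci with an adjusted p under 0.05. The WT and KO values did not overlap for 4031 loci, or 63.4% of all, where 3 libraries against 3 give 10% by chance.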

Out of the 408 genes, 305 genes were upregulated. 

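Among the 485 DEGs called with limma, 274 were upregulated and 211 downregulated in FN3K KO cells. Of the DEGs with a gene name, 218 were upregulated. In the linear model with the library adjustment of Ballgown, 289 DEGs were upregulated and 147 downregulated. Upregulated loci made up 56.5% of the DEGs in limma and 66.3% in that model. Without a fold limit, 1348 of the 3670 loci with an adjusted p under 0.05 in limma were higher, so most were lower. In the model with the library adjustment, 606 of 1127 such loci were higher.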

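By the gene types of GENCODE, 24 DEGs called with limma were RNA genes or pseudogenes. This count leaves out the loci without a gene name, which have no annotated type. It was 40 with a pseudocount of 0.1 in place of 1.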

The DEGs also include 23 genes that are RNA genes or pseudogenes (**Supplementary Dataset File 1**).

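MT1E (chromosome 16 from 56625475 to 56627112) had 9.24 ± 2.14 FPKM in WT and 98.6 ± 15.4 in FN3K KO (SD, n = 3), a log2 fold change of 3.29 (standard error 0.16, Benjamini-Hochberg adjusted p = 1.0e-06 from limma). MT1G (chromosome 16 from 56666731 to 56668065) rose from 9.17 ± 1.97 to 138 ± 24.4 FPKM (SD, n = 3), a log2 fold change of 3.77 (standard error 0.16, limma adjusted p = 4.5e-07). Metallothionein paralogs have similar sequences, so the FPKM of a single member is uncertain where reads could be shared. CYP24A1 (chromosome 20 from 54153449 to 54173973) had 0.970 ± 0.274 FPKM in WT and 14.2 ± 3.28 in FN3K KO (SD, n = 3), with a log2 fold change of 2.94 (standard error 0.19, limma adjusted p = 4.3e-06). CYP17A1 (chromosome 10 from 102830531 to 102837533) had a log2 fold change of 3.09 (standard error 0.15, limma adjusted p = 1.1e-06) over a WT level of 0.526 ± 0.0807 FPKM (SD, n = 3). At this WT level the pseudocount decides the size of the fold, which was 8.51 with a pseudocount of 1 and 19.4 with 0.1. In each of these 4 genes, every KO library was above every WT library.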

The most upregulated genes include metallothioneins (MT) paralogs such as MT1E (11-fold) and MT1G (15-fold) and members of the Cytochrome P450 family such as CYP24A1 (10-fold) and CYP17A1 (8.5-fold) (Fig. 3a). Moreover, proteins in cholesterol synthesis and homeostasis: Proprotein convertase subtilisin/kexin type 9 (PCSK9) (10.5-fold), methylsterol monooxygenase 1 (MSMO1) (10-fold), mevalonate diphosphate decarboxylase (MVD) (10-fold), mevalonate kinase (MVK) (8-fold), and 3-hydroxy-3-methylglutaryl-CoA synthase 1 (HMGCS1) (9.5-fold) were also highly upregulated (Fig. 3a).

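MSMO1 (chromosome 4 from 165327623 to 165343160) had 12.7 ± 0.499 FPKM in WT and 138 ± 10.8 in FN3K KO (SD, n = 3), a log2 fold change of 3.34 (standard error 0.07, Benjamini-Hochberg adjusted p = 1.9e-08 from limma). HMGCS1 (chromosome 5 from 43289395 to 43313512) had a log2 fold change of 3.19 (standard error 0.07, limma adjusted p = 1.9e-08). MVD (chromosome 16 from 88651935 to 88663161) rose from 5.79 ± 0.845 to 57.6 ± 0.696 FPKM (SD, n = 3), a log2 fold change of 3.12 (standard error 0.09, limma adjusted p = 4.4e-08). On the linear scale the limma folds were 10.1 for MSMO1, 8.68 for MVD and 9.15 for HMGCS1. MVK is not listed by name in the table.

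**Figure D1:**
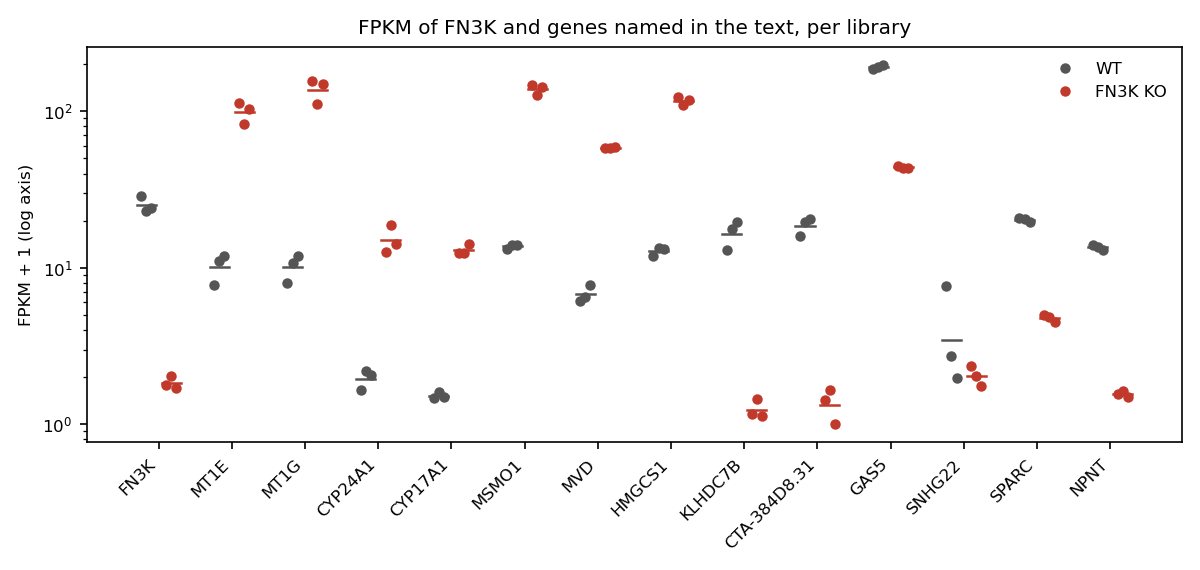
FPKM + 1 on a log axis for FN3K and genes that the paper names, with a point for each of the 3 WT and 3 FN3K KO libraries and a bar at the mean of log2(FPKM + 1). Both groups separate for every gene drawn except SNHG22, whose WT libraries spread from 0.967 to 6.66 FPKM.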

The most downregulated genes include the kelch domain containing 7B (KLHDC7B) (9.2-fold) and its long noncoding RNA counterpart CTA-384D8.31 (10.7-fold) (Fig. 3a). 

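KLHDC7B had 15.7 ± 3.41 FPKM in WT and 0.247 ± 0.172 in FN3K KO (SD, n = 3), a log2 fold change of -3.73 (standard error 0.20, Benjamini-Hochberg adjusted p = 1.7e-06 from limma). CTA-384D8.31 had 17.7 ± 2.40 FPKM in WT and 0.360 ± 0.330 in FN3K KO (SD, n = 3), with a log2 fold change of -3.80 (standard error 0.21, limma adjusted p = 1.7e-06). GENCODE version 29 places the transcripts of both loci in the same gene, KLHDC7B, on chromosome 22 from 50545891 to 50551023, so their reads could have been split between them. The fitted folds were 13.3 and 14.0 in limma. With the library adjustment of Ballgown they were 9.30 and 10.7, and with a pseudocount of 0.1 in limma 48.3 and 51.8. At these KO levels the pseudocount decides the size of the fold.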

Other RNA genes such as growth arrest specific 5 (GAS5) (4.2-fold) and small nucleolar RNA host gene 22 (SNHG22) (4.1-fold) were also downregulated (Fig. 3a). Moreover, there was down regulation of proteins involved in cell growth secreted protein acidic and cysteine rich (SPARC) (4.3-fold) and in cell adhesion nephronectin (NPNT) (8.9-fold) in the KO (Fig. 3a). 

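GAS5 (chromosome 1 from 173863900 to 173868882) had 190.3 ± 6.29 FPKM in WT and 42.8 ± 0.548 in FN3K KO (SD, n = 3), a log2 fold change of -2.13 (standard error 0.05, Benjamini-Hochberg adjusted p = 2.4e-08 from limma). SNHG22 (chromosome 18 from 49814023 to 49851059) had 6.66, 1.71 and 0.967 FPKM in WT replicates 1, 2 and 3, and 1.36, 1.05 and 0.752 FPKM in KO replicates 1, 2 and 3. Its log2 fold change was -0.76 (standard error 0.48, limma adjusted p = 0.2), smaller than the spread between the WT libraries. Without WT replicate 1 it was -0.18. In the linear model with the library adjustment of Ballgown, SNHG22 was 4.11-fold lower. Both RNA genes overlap other annotated genes, and the text of the paper does not say whether the libraries kept the strand.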

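SPARC (chromosome 5 from 151661096 to 151687165) had 19.3 ± 0.580 FPKM in WT and 3.76 ± 0.246 in FN3K KO (SD, n = 3), a log2 fold change of -2.09 (standard error 0.08, Benjamini-Hochberg adjusted p = 3.0e-07 from limma). NPNT (chromosome 4 from 105894775 to 106004027), which overlaps INTS12, had 12.5 ± 0.571 FPKM in WT and 0.560 ± 0.0708 in FN3K KO (SD, n = 3), with a log2 fold change of -3.11 (standard error 0.14, limma adjusted p = 7.5e-07). Leaving out each library in turn kept the log2 fold change of SPARC between -2.12 and -2.05 and that of NPNT between -3.14 and -3.08. The fold of NPNT was 8.65 with a pseudocount of 1 and 19.1 with 0.1.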

Interestingly, S-adenosylmethionine (SAM) synthesizing gene methionine adenosyltransferase 2A (MAT2A) (4.3-fold) was among the top 10 most down-regulated genes (Fig 3a).

After identifying differentially expressed genes, we performed enrichment analysis at the pathway level, prioritizing them according to their fold enrichment. This approach enabled us to effectively quantify the overrepresentation of specific pathways by comparing the total number of genes identified in each pathway against the background frequency of genes annotated for that pathway^25^. Notably, the pathway involving “metallothioneins bind metals” emerged as the most significantly enriched pathway, as determined by fold enrichment (Fig. 3b). 

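The table lists 7 functional metallothionein genes by name (MT1A, MT1E, MT1F, MT1G, MT1M, MT1X and MT2A), which lie together on chromosome 16. All 7 were upregulated DEGs, against 218 of the 4926 named loci, a 22.6-fold enrichment (Fisher's exact test, two-sided, p = 3.0e-10). Genes of one family are not independent, and reads can be shared between them. MT1M was near 0 in WT cells, at 0.0172 FPKM, so no fold is given for it. MT2A had 36.2 ± 2.83 FPKM in WT and 236 ± 36.7 in FN3K KO (SD, n = 3), the highest level of the family in both groups. Their median log2 fold change was 2.67, and 7 had an adjusted p under 0.05 in limma over all loci and 7 adjusted over the list alone. As a list they had a Benjamini-Hochberg adjusted p of 3.2e-07 in camera with a preset correlation of 0.01, 2.5e-05 in fry and 0.0703 in camera with the correlation estimated. Over all 20 lists tested, 17 passed 0.05 in camera with the preset correlation, 18 in fry and 0 with the estimated correlation, where 12 had an unadjusted p under 0.05.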

Metallothioneins are low molecular weight (6–7 kDa) cysteine-rich proteins that play crucial roles in metal homeostasis and the oxidative stress response pathway, providing protection against DNA damage and cytotoxicity^26^.

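A list of enzymes from acetoacetyl-CoA to cholesterol, written without these data, has 18 genes listed by name. Of these, 17 had a higher mean in FN3K KO cells, with a median log2 fold change of 2.24. In limma 16 had an adjusted p under 0.05 over all loci, and 16 adjusted over the list alone. The adjusted p of the list was 2.1e-13 in camera with the preset correlation and 0.0561 with the estimated one. PMVK, at 0.04 (standard error 0.12, limma adjusted p = 0.79), and LBR, at -0.02 (standard error 0.12, limma adjusted p = 0.9), did not differ by more than the spread between replicates. The direction of LBR turned to 0.32 with the library adjustment of Ballgown and to 0.02 with libraries scaled to a common 75th percentile. With that adjustment 15 genes of the list were higher at an adjusted p under 0.05. The direction of PMVK turned without WT replicate 2 or KO replicate 2. A list of 13 fatty acid genes covers synthesis, elongation and desaturation, with the citrate carrier SLC25A1 and the activating enzymes ACSL1, ACSL3 and ACSL5. Of these, 11 were higher, with a median log2 fold change of 0.73 and a camera adjusted p of 7.3e-06. SCD had 66.5 ± 1.66 FPKM in WT and 386 ± 16.0 in FN3K KO (SD, n = 3), a log2 fold change of 2.52 (standard error 0.05, Benjamini-Hochberg adjusted p = 1.9e-08 from limma), while ACSL1 was lower, at -0.57 (standard error 0.08, limma adjusted p = 4.3e-04), a call that the library adjustment did not keep. Of the fatty acid genes 9 were higher and 1 lower at an adjusted p under 0.05 in limma, with 10 adjusted over the list alone. The library adjustment gave 9 higher and 1 lower, where the lower one was ACSL5. The paper ranked pathways by the fold enrichment of its DEGs over the background of annotated genes, and from this ranking it places lipid biosynthesis after the metallothioneins.

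**Figure D2:**
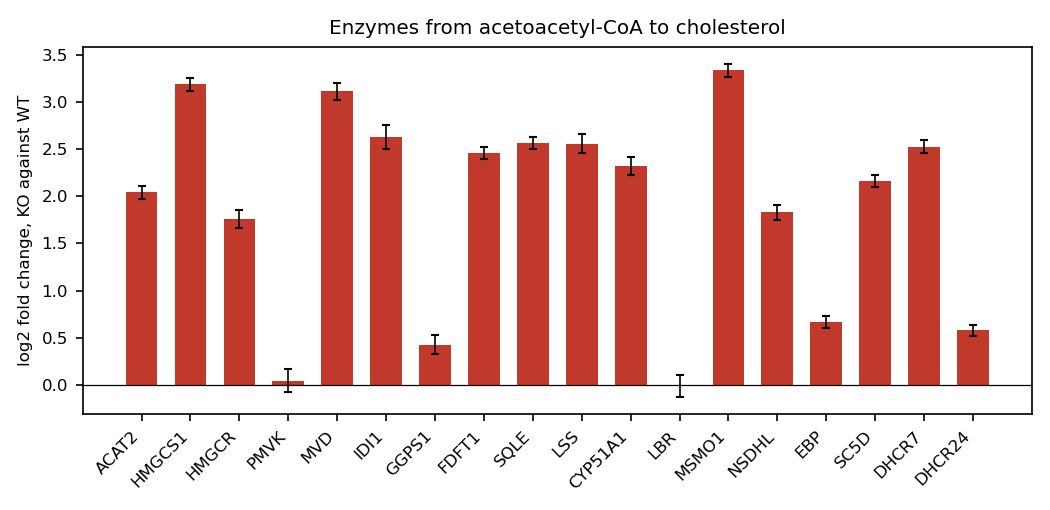
Log2 fold change of FN3K KO against WT, on the log2(FPKM + 1) scale, for the 18 listed enzymes in the order of the pathway, with error bars of 1 standard error from limma. MSMO1 has the highest bar at 3.34, and the bars of PMVK and LBR lie within 1 standard error of 0.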

Following this, we observed significant enrichment in pathways associated with lipid biosynthesis and signaling, particularly in cholesterol and fatty acid metabolism (Fig. 3b). Other notable pathways were related to “Oxidative stress response” and related pathways such as “Binding and Uptake of Ligands by Scavenger Receptors”, “FOXO-mediated transcription of oxidative stress, metabolic, and neuronal genes”, “Glutathione metabolism” as well as “Ferroptosis”. 

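Targets of NRF2, a transcription factor of the oxidative stress response, were listed without these data, and 16 are listed by name. In FN3K KO cells 14 had a higher mean and 2 a lower one, with a median log2 fold change of 0.50 (camera adjusted p = 7.8e-05). In limma 12 were higher and 2 lower at an adjusted p under 0.05 over all loci, and 14 passed adjusted over the list alone. Of the list, 1 passed the fold limit of the DEGs. NQO1 had 87.1 ± 3.28 FPKM in WT and 152 ± 5.29 in FN3K KO (SD, n = 3), a log2 fold change of 0.80 (standard error 0.05, Benjamini-Hochberg adjusted p = 5.7e-06 from limma). HMOX1 had a log2 fold change of 0.53 (standard error 0.07, limma adjusted p = 2.0e-04), and SLC7A11 was lower, at -0.44 (standard error 0.11, limma adjusted p = 0.0072). An adjusted p under 0.05 was found for 6 higher and 0 lower with the library adjustment of Ballgown, with neither HMOX1 nor SLC7A11 among them.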

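Among genes of NAD and NADP metabolism, 8 are listed by name: NAMPT, NADSYN1, NADK, NADK2, NNT, NT5E, HAAO and AFMID. Of these, 7 had a higher mean in FN3K KO cells, with a median log2 fold change of 0.33 (camera adjusted p = 0.014). NT5E, at 1.62 (standard error 0.08, limma adjusted p = 1.1e-06), was the only DEG of the list, and NADK was lower, at -0.42 (standard error 0.06, limma adjusted p = 4.5e-04). In limma 6 genes were higher and 1 lower at an adjusted p under 0.05 over all loci, and 7 passed adjusted over the list alone. The library adjustment of Ballgown gave 2 higher and 0 lower, and leaving out 1 library gave from 4 to 6 higher. The genes of coenzyme A metabolism listed by name were PANK1, PANK2, PANK3, PPCS and VNN1, a list wider than synthesis alone. Of these 5 genes, 4 were higher, with a median of 0.63 (camera adjusted p = 0.0045). At an adjusted p under 0.05, 4 were higher in limma over all loci and 3 with the library adjustment, and 5 genes passed in limma adjusted over the list alone, PANK2 included. VNN1 had 0.318 ± 0.0199 FPKM in WT and 6.00 ± 0.677 in FN3K KO (SD, n = 3), a log2 fold change of 2.40 (standard error 0.22, Benjamini-Hochberg adjusted p = 3.5e-05 from limma). PANK2 had a log2 fold change of -0.42 (standard error 0.18, limma adjusted p = 0.066), not past 0.05 over all loci. It was -0.01 with the library adjustment and between -0.65 and -0.29 with each library left out in turn, and over all loci it passed 0.05 without KO replicate 2, at -0.65, and with the replicate number as a block.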

Finally, “Vitamins and co-factor metabolism” as well as related pathways such as “Folate metabolism” and “Porphyrin and chlorophyll metabolism” were also enriched (Fig. 3b).

### Joint pathway analysis using transcriptomics and metabolomics datasets reveal enrichment of glutathione, carbon, and co-factor metabolisms including nicotinate/nicotinamide metabolism.

We previously identified differentially abundant metabolites by comparing the metabolic profiles of FN3K KO and WT HepG2 cells^14^. Metabolite set enrichment analysis (MSEA) of the differentially abundant metabolites revealed an enrichment in several pathways related to amino acid metabolism, in addition to pathways such as “Glutathione metabolism”, “Pyruvate metabolism”, and “Pantothenate and CoA Biosynthesis” (**Supplementary Fig. 2**). Integrating this with our transcriptomics data, we conducted a joint pathway analysis (Fig. 2a) using MetaboAnalyst^27^ to understand the interplay between the two datasets. Furthermore, we employed the STITCH plugin in Cytoscape to visualize the interactions between differentially expressed genes and differentially abundant metabolites. Details with matched features for the top enriched pathways are provided in **Supplementary Dataset File 1**.

Matched features for enriched pathways such as “terpenoid backbone biosynthesis”, “retinol metabolism”, and “steroid biosynthesis” were exclusive to differentially expressed genes. In contrast, “aminoacyl-tRNA biosynthesis” and “Valine, leucine, and isoleucine biosynthesis” were exclusive to differentially abundant metabolites. However, several of the enriched pathways matched both datasets. The highly enriched “glutathione metabolism” pathway included metabolites such as glutathione, glycine, and glutamate as well as genes such as glutathione peroxidase 3 (GPX3), glucose-6-phosphate dehydrogenase (G6PD), N-acetyltransferase 8 (NAT8), glutathione S-transferase alpha 1 (GSTA1), microsomal glutathione S-transferase 1 (MGST1), and Ribonucleotide reductase regulatory subunit M2 (RRM2) (**Supplementary Dataset File 1**).

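The samples are the same 6 RNA libraries. GPX3 (chromosome 5 from 151020438 to 151028993) had 13.0 ± 0.489 FPKM in WT and 61.2 ± 3.58 in FN3K KO (SD, n = 3), a log2 fold change of 2.15 (standard error 0.06, Benjamini-Hochberg adjusted p = 5.0e-08 from limma). NAT8 (chromosome 2 from 73640832 to 73642393) had a log2 fold change of 2.41 (standard error 0.20, limma adjusted p = 1.7e-05) from a WT level of 0.785 FPKM. MGST1 (chromosome 12 from 16347142 to 16609259) rose from 29.9 ± 4.27 to 57.4 ± 4.08 FPKM (SD, n = 3), a log2 fold change of 0.93 (standard error 0.10, limma adjusted p = 9.5e-05) that lies under the fold limit of the DEGs. It was 1.12 with the library adjustment of Ballgown, past that limit, with an adjusted p over 0.05. GSTA1 and RRM2 are not listed by name in the table.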

Moreover, we identified key pathways enriched in the context of carbon and co-factor metabolisms. Specifically, pathways related to carbon metabolism included “Glycolysis/Gluconeogenesis”, and “Pyruvate Metabolism” (Fig. 4a). 

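Glyoxalase I (GLO1, chromosome 6 from 38675925 to 38703141) had 30.7 ± 0.817 FPKM in WT and 69.1 ± 3.63 in FN3K KO (SD, n = 3), a log2 fold change of 1.14 (standard error 0.06, Benjamini-Hochberg adjusted p = 1.2e-06 from limma). Its log2 fold change stayed between 1.11 and 1.18 when each library was left out in turn.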

While Pyruvate metabolism was identified through MSEA and included the metabolite lactate, joint pathway analysis helped identify genes related to the pathway that included Glyoxalase I (GLO1) (**Supplementary Dataset File 1**). Similarly, the metabolism of co-factors encompassed pathways like “Porphyrin and Chlorophyll Metabolism”, “Pantothenate and CoA Biosynthesis” and “Nicotinate and Nicotinamide Metabolism” (Fig. 4, **Supplementary Dataset File 1**). Importantly, our analysis also reveals a strong connection between the enrichment of lipid metabolism genes, as identified through transcriptomics, and the presence of differentially abundant metabolites like formate, lactate, and pantothenate (Fig. 4b). These metabolites are integral to the vitamin and co-factor metabolism pathways (Fig. 4b).

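Of the lipid metabolism genes drawn in Fig. 4b, 20 are listed by name, and 19 of them were upregulated DEGs in limma, with a median log2 fold change of 1.58. PPARGC1A was a downregulated DEG, at -1.33 (standard error 0.12, limma adjusted p = 2.5e-05). At an adjusted p under 0.05, 19 were higher in limma and 17 with the library adjustment of Ballgown, and 20 genes passed in limma adjusted over the list alone. FABP1 had 35.0 ± 6.03 FPKM in WT and 235 ± 14.8 in FN3K KO (SD, n = 3), a log2 fold change of 2.73 (standard error 0.11, Benjamini-Hochberg adjusted p = 3.6e-07 from limma). Of the vitamin and co-factor genes of that figure, 10 are listed by name and 8 were upregulated DEGs. SOD2 had a log2 fold change of 0.92 (standard error 0.06, limma adjusted p = 6.8e-06), under the fold limit, and SIRT3, which overlaps PSMD13, one of 0.30 (standard error 0.45, limma adjusted p = 0.59) that turned to -0.20 without WT replicate 1 and was 1.69 with the library adjustment. The study chose these genes on the same libraries, so their counts are not independent evidence.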

### HsFN3K interactome is enriched for metabolic pathways related to fatty acid and pyruvate.

Next, we sought to elucidate the HsFN3K interactome to gain deeper insight into the enriched pathways identified from the transcriptomics and metabolomics datasets. We performed immunoprecipitation (IP) experiments followed by Liquid Chromatography and tandem Mass Spectrometry (LC-MS/MS). IP was performed using HsFN3K antibody on both the WT and FN3K KO HepG2 cells. Proteins that were present only in the WT HepG2 IP samples or had normalized Label Free Quantitation (LFQ) abundance ratio (WT/KO) greater than 1.5 were identified as potential interaction partners of HsFN3K (**Supplementary Dataset File 1**). For a broader analysis, we merged the list of interacting partners from three independent experiments and identified a total of 205 potential interacting partners.

We analyzed the interacting partners using Cytoscape StringApp framework with medium confidence cutoff value of 0.4 and no additional interactors. To reduce the complexity of the network, we clustered the nodes in the network using Markov CLustering Algorithm (MCL)^28^ with granularity set to 3. Functional and pathway enrichments were then performed on the distinct clusters (Fig. 5). Two of the largest clusters were related to translation elongation and mRNA processing which are localized to Ribosome and Nucleoplasm respectively (Fig. 5). Interestingly, protein processing in endoplasmic reticulum (ER) was also enriched and notably included several protein disulfide isomerases such as protein disulfide isomerase (PDI) family A member 3/4/6 (PDIA3/4/6) and prolyl 4-hydroxylase subunit beta (P4HB aka PDIA1) (Fig. 5). PDI catalyzes isomerization of disulfides in proteins for proper folding^29^ (Fig. 5).

Additional partners of HsFN3K were enriched for metabolic pathways, particularly within fatty acid and pyruvate metabolism (Fig. 5). FASN^30^, responsible for the de novo synthesis of fatty acids, and Acyl-CoA Synthetase Long Chain Family Member 4 (ACSL4)^31^, crucial for converting fatty acids into fatty acyl-CoA esters for use in pathways such as beta-oxidation, were upregulated in FN3K KO HepG2 cells. These enzymes, identified as interacting partners, underline the role of HsFN3K in fatty acid metabolic pathways.

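FASN (chromosome 17 from 82078333 to 82098332) had 56.4 ± 2.68 FPKM in WT and 143 ± 7.10 in FN3K KO (SD, n = 3) in the RNA libraries, a log2 fold change of 1.32 (standard error 0.06, Benjamini-Hochberg adjusted p = 6.1e-07 from limma). With each library left out in turn, its log2 fold change stayed between 1.29 and 1.36. ACSL4 is not listed by name in the table.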

LDHA^32^, responsible for converting pyruvate to lactate within the pyruvate metabolism pathway in the cytosol, emerged as another significant interacting partner of HsFN3K (Fig. 5). Moreover, we also identified enrichment of pathways such as oxidative phosphorylation within the inner mitochondrial membrane and histone deacetylation, predominantly orchestrated by Histone Deacetylases (HDACs) in nucleus. These findings emphasize HsFN3K’s extensive impact not just on metabolic pathways but also on regulatory mechanisms within distinct sub-cellular compartments.

### Integrative transcriptomics and interactomics analyses showed enrichment of NAD(P) binding and thiolase-like domains.

To better understand the complementary datasets of transcriptomics and interactomics, we performed pathway enrichment on the combined dataset using the Cytoscape StringApp framework. The combined network allowed us to expand on some of the enriched pathways and gain better insight into the interplay between the two datasets. Both FASN and ACSL4, identified in both the datasets, are not only involved in fatty acid metabolism but are also connected to cholesterol metabolism (Fig. 6a). Similarly, pyruvate metabolism was identified as an enriched pathway not only based on the interactomics dataset (Fig. 5) but also from the joint pathway analysis combining metabolomics and transcriptomics datasets (Fig. 4a). In the integrative network combining transcriptomics and interactomics datasets, we find that it not only includes enzymes such as LDHA, acyl-CoA synthetase short chain family member 2 (ACSS2), and acetyl-CoA acetyltransferase 2 (ACAT2) but also additional enzymes including phosphoenolpyruvate carboxykinase 1 (PCK1) (Fig. 6a). 

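ACSS2 (chromosome 20 from 34872146 to 34927962) had 6.43 ± 0.534 FPKM in WT and 57.2 ± 5.43 in FN3K KO (SD, n = 3), a log2 fold change of 2.97 (standard error 0.09, Benjamini-Hochberg adjusted p = 4.8e-08 from limma). ACAT2 (chromosome 6 from 159760328 to 159779055) had a log2 fold change of 2.04 (standard error 0.07, limma adjusted p = 1.2e-07). LDHA (chromosome 11 from 18394388 to 18408425), which the paper lists as an interacting partner, had 142 ± 2.03 FPKM in WT and 180.1 ± 3.99 in FN3K KO (SD, n = 3), a smaller log2 fold change of 0.34 (standard error 0.05, limma adjusted p = 5.0e-04) and no DEG by the fold limit. Together with LDHA, the partners PDHB, ALDH1B1, ACAT1 and PKM were all higher in the mean of FN3K KO cells, with log2 fold changes from 0.21 to 0.46, and 0 of the 5 were DEGs. All 5 had an adjusted p under 0.05 in limma over all loci and adjusted over the list alone, and 3 with the library adjustment of Ballgown.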

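PCK1 (chromosome 20 from 57561080 to 57568112) had 3.64 ± 0.194 FPKM in WT and 9.69 ± 0.998 in FN3K KO (SD, n = 3), a log2 fold change of 1.20 (standard error 0.11, Benjamini-Hochberg adjusted p = 3.6e-05 from limma). The 3 listed genes of gluconeogenesis, PCK1, G6PC and SLC37A4, had a median log2 fold change of 0.70, which is the value of G6PC. Their camera adjusted p was 0.019 with the preset correlation and 0.183 with the estimated one. FBP1, PC and PCK2 are not listed by name. In limma 2 had an adjusted p under 0.05 over all loci and 2 adjusted over the list alone. G6PC had a log2 fold change of 0.70 (standard error 0.09, limma adjusted p = 2.5e-04), not kept under 0.05 with the library adjustment of Ballgown. SLC37A4 had one of 0.16 (standard error 0.09, limma adjusted p = 0.18), within the spread between replicates. Of 9 listed glycolytic enzymes 7 were higher, with a median of 0.21. At an adjusted p under 0.05 in limma, 5 of them were higher and 1 lower. As a list they had a camera adjusted p of 0.027 with the preset correlation and 0.258 with the estimated one.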

The upregulated PCK1 gene is the major indication of gluconeogenesis, a reverse process of glycolysis^33^.

In the integrative network, we also find enrichment of protein domains. While metallothioneins and protein disulfide isomerase domains enrichment can be identified individually from the transcriptomics and interactomics datasets respectively, the NAD(P) binding domain superfamily and thiolase-like domains were only enriched in the integrative network (Fig. 6b). NAD(P) binding domain superfamily proteins bind nicotinamide dinucleotide (NAD) or its phosphorylated form (NADP). These are co-factors that exist as redox couples (NAD+/NADH and NADP+/NADPH) in cells to serve distinct functions^34^. While NAD+/NADH is involved in cellular energy metabolism, NADP+/NADPH is involved in redox balance and fatty acid and nucleic acid synthesis^34^. On the other hand, Thiolase-domain proteins are involved in formation of acetoacetyl coA from acetyl-coA^35^.

The interactomics data hinted that HsFN3K might localize to various sub-cellular compartments, prompting us to delve deeper into this aspect through sub-cellular fractionation (SCF) and western blotting. The SCF of HepG2 cell lysates, followed by immunoblotting using an HsFN3K antibody immobilized on agarose beads, revealed HsFN3K’s presence in the nucleus, mitochondria, and cytoplasm (Fig. 6c, Input). Notably, two distinct bands were observed in the nuclear fraction (Fig. 6c, Input). The fractionation was validated using loading markers: Vinculin for the cytoplasm (C), Histone H3 for the nucleus (N), and SDHA for the mitochondria (M) (Fig. 6c).

By leveraging the SCF lysates, we conducted IP with the anti-HsFN3K antibody to further investigate the interactions of HsFN3K with FASN and LDHA involved in fatty acid and pyruvate metabolic pathways respectively. FASN, previously identified as upregulated in the KO and a potential HsFN3K partner, was found co-immunoprecipitated in the cytoplasmic fraction (Fig. 6c, **IP-FN3K**). Similarly, LDHA was also co-immunoprecipitated with HsFN3K in the cytoplasmic fraction (Fig. 6c, **IP-FN3K**), reinforcing their interaction. Crucially, neither protein was co-immunoprecipitated with agarose beads alone (**Supplementary Fig. 3a**), indicating specific interactions.

To investigate the specificity of the interaction between LDHA and HsFN3K, we treated the HepG2 cytoplasmic fraction with 6X Histidine-tagged HsFN3K, both wild type and mutants, purified from E. coli. After enriching HsFN3K using cobalt talon beads and conducting immunoblotting for LDHA, we observed that, although C24A showed the highest level of enrichment, the C24A mutation, along with the W219A mutation, significantly impaired HsFN3K’s ability to interact with LDHA (**Supplementary Fig. 3c**). This suggests that these specific residues are crucial for the interaction with LDHA.

### HsFN3K binds to NAD related compounds specifically and in a metal dependent manner.

Next, based on the enriched pathways and metabolites, we conducted a screening to assess the binding of purified Wild Type (WT) HsFN3K to a select group of compounds, utilizing the Differential Scanning Fluorimetry (DSF) assay. While compounds such as lactic acid, creatine, nicotinamide riboside, and oxidized glutathione exhibited no discernible changes in thermal stability, both CoA and reduced glutathione displayed destabilizing effects regardless of the presence or absence of magnesium (**Supplementary Fig. 4a**). Notably, reduced glutathione induced significant destabilization of the WT enzyme when compared to the C24A P-loop cysteine mutant (P value: 1.7E-4) (**Supplementary Fig. 4b**). Moreover, various NAD compounds exhibited distinct effects on stabilizing the WT HsFN3K, primarily when magnesium was present. Although the stabilities were relatively lower compared to ADP or ATP, they surpassed those of AMP (Fig. 7a). Interestingly, the reduced forms (NADH/NADPH) demonstrated greater thermal stability than their oxidized counterparts (Fig. 7a). Notably, among the NAD compounds, NADH exhibited the highest thermal stability. Subsequently, we evaluated the specificity of this interaction by subjecting the enzyme to DSF at varying concentrations of the NAD compounds. Indeed, all NAD compounds displayed saturation kinetics, suggesting a specific binding affinity to the enzyme (Fig. 7b). Notably, at sub-millimolar concentrations, NADH exerted the most pronounced stabilizing effect on HsFN3K when compared to other NAD compounds.

### The ATP binding pocket is a likely binding site for NADH.

To better understand how NAD compounds bind to HsFN3K, we conducted docking experiments using Acedock^36^. Since NADH exhibited the highest stabilization effect in our DSF assays, we proceeded to dock the NADH molecule onto the homology model of HsFN3K. Leveraging the crystal structure of the plant homolog from *A. thaliana* FN3K (AtFN3K) (PDB ID: 6OID) as a template, which we had previously demonstrated forms a disulfide-linked dimer^14^, we aimed to shed light on the binding mode of HsFN3K. Additionally, we introduced a magnesium ion into the homology model using the Metal Ion-Binding webserver^37^, given that our DSF assays indicated magnesium dependency for NADH binding. Since NADH encompasses the adenine dinucleotide phosphate (ADP) moiety, we executed scaffold docking based on the ADP molecule’s placement within the AtFN3K crystal structure.

Among the diverse predicted binding modes for NADH, the top-scoring mode revealed the involvement of highly conserved aromatic residues, F39 and W219, within the ADP binding pocket (Fig. 7c). The nicotinamide moiety of NADH mediates hydrogen bonds along with CH-π interactions with W219 (Fig. 7c), while the adenine moiety engages in π-π interaction with F39. Notably, F39 in HsFN3K corresponds to F47 in AtFN3K, which partakes in a π-π interaction with the adenine ring of the ADP molecule within the crystal structure (PDB ID: 6OID)^14^.

To delve deeper into the specificity of the interaction between NAD compounds and HsFN3K, we performed site-directed mutagenesis guided by our docking findings. Subsequently, we conducted DSF assays on the mutant proteins. Specifically, we substituted the aromatic F39 and W219 with aliphatic valine (F39V) and alanine (W219A) residues, respectively. Additionally, we introduced an alanine mutation (D234A) for the metal chelating D234 as a control.

Among the three mutants, F39V led to the complete elimination of binding to NADH and NADPH, while retaining detectable thermal stabilities for NAD+ and NADP+ (Fig. 7d), along with the nucleotides (AMP/ADP/ATP) (Fig. 7e). Interestingly, the W219A mutant displayed subtle alterations in thermal stability between the reduced and oxidized states of NAD compounds. As compared to the WT enzyme, W219A mutant exhibited increased stability in the presence of reduced NAD compounds (NADH/NADPH) but diminished thermal stability when exposed to the corresponding oxidized forms (NAD+/NADP+). Although nuanced, these stability changes were statistically significant for NADH (P value: 7.0E-4) and NAD+ (P value: 1.4E-5). Intriguingly, the W219A mutation also reduced thermal stability for all tested nucleotides (Fig. 7e). As for the D234A mutant, detectable thermal stability was observed for NADH and NAD+, while the phosphorylated forms NADPH and NADP+ did not exhibit notable stability (Fig. 7d). Given NADH showed the most thermal stability among the NAD compounds, we tested the role of NADH on HsFN3K activity. Interestingly we find that NADH inhibits HsFN3K activity in a concentration-dependent manner (Fig. 7f) not only for the WT but also the C24A mutant.

## Discussion

We leveraged the FN3K CRISPR KO in HepG2 cells and performed the first comprehensive study to investigate the function of FN3Ks in a larger pathway context. Our multi-omics analyses and biochemical assays have illuminated FN3K’s potential role in lipid metabolism—specifically in the metabolism of cholesterol and fatty acids. This role is intricately linked to carbon (via pyruvate metabolism) and co-factor metabolism pathways (involving CoA and nicotinic acid/nicotinamide), providing a clearer picture of FN3K’s metabolic involvement (Figs. 3–6, 8).

A particularly interesting finding from our study is the specific interaction of HsFN3K with NAD compounds in a metal-dependent manner, with its activity notably inhibited by NADH (Fig. 7). While there have been no previous studies investigating the binding of FN3Ks to NAD compounds, an unbiased NAD interactome study using clickable, photoaffinity labeling identified HsFN3KRP in one of its replicates^38^. Notably, the study was done with HEK293T cell lysates where HsFN3K expression is low (2.2 nTPM as compared to 51 nTPM for HsFN3KRP)^39^. To our knowledge, AMP-activated protein kinase (AMPK) is the only kinase fold enzyme previously reported to bind NAD compounds with NADH inhibiting AMPK activity and NAD+ activating it^40^. Additionally, our study observed a reduction in 5’-AMP-activated protein kinase subunit beta-2 (PRKAB2) levels, the non-catalytic subunit of AMPK, in FN3K KO cells, indicating potential areas for deeper investigation in future research.

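In the RNA libraries PRKAB2 (chromosome 1 from 147155106 to 147172550) had 20.1 ± 1.82 FPKM in WT and 7.29 ± 0.682 in FN3K KO (SD, n = 3), a log2 fold change of -1.34 (standard error 0.09, Benjamini-Hochberg adjusted p = 7.1e-06 from limma). Every KO library was below every WT library, and the log2 fold change stayed between -1.40 and -1.27 with each library left out in turn.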

Our in-depth interactomics analysis greatly expands the known protein-protein interaction (PPI) network of HsFN3K, which was previously confined to just two partners in the IntAct database^41^and ten in BioGRID^42^. We have identified 205 potential interaction partners of HsFN3K that participate in key cellular functions in different sub-cellular compartments including mitochondria and nucleus (Fig. 5). Despite the lack of sub-cellular localization signal, immunohistochemistry studies from the Human Protein Atlas^13^ have demonstrated the localization of HsFN3K within mitochondria in HepG2 cells. Our research corroborates and extends these findings, revealing HsFN3K’s presence in the nucleus and mitochondria, in addition to the cytoplasm (Fig. 6c). This wide-ranging localization supports the enzyme’s role in a variety of distinct but interconnected cellular pathways. For example, in the cytoplasm, LDHA catalyzes the conversion of pyruvate to lactate (Fig. 8a), whereas in mitochondria, PDHB, a component of the pyruvate dehydrogenase complex, converts pyruvate into acetyl CoA (Fig. 8b). Acetyl CoA is subsequently used by FASN for palmitate synthesis in the cytoplasm (Fig. 8c), with CoA being synthesized from pantothenate (Fig. 8d). 

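The RNA level of PANK1 (chromosome 10 from 89579497 to 89645572) was 0.872 ± 0.236 FPKM in WT and 6.62 ± 0.591 in FN3K KO (SD, n = 3), a log2 fold change of 2.03 (standard error 0.19, Benjamini-Hochberg adjusted p = 3.9e-05 from limma). Its log2 fold change stayed between 1.92 and 2.10 when each library was left out in turn.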

Intriguingly, we observed an upregulation of Pantothenate Kinase 1 (PANK1) and a decreased abundance of pantothenate in FN3K KO cells. These enzymatic activities, driven by the conversion of NAD redox couples (Fig. 8), suggest that HsFN3K’s binding to various NAD compounds—and its inhibition by NADH—indicates changes in these redox couple ratios could critically regulate HsFN3K activity within cells.

In cells, two out of four major redox couples are related to NAD compounds: NAD+/NADH and NADP+ and NADPH. The remaining two are part of the antioxidant systems and include glutathione (GSSG/GSH) and thioredoxin (Trx(SH)2/TrxSS)^43^ couples. NADP+/NADPH redox couple is critical to the antioxidant system as it donates electrons to glutathione and thioredoxin systems^43^. Both these systems play a pivotal role in neutralizing reactive oxygen species (ROS) produced by the electron transport chain (ETC) in mitochondria [cite]. ROS can alter redox-active cysteines in proteins, leading to sulfenylated cysteines or disulfide bridges, which in many cases initiate oxidative stress response signaling within cells^44^.

Our previous research demonstrated that under oxidative stress, HsFN3K forms disulfide-linked dimers through the P-loop cysteine (C24)^14^. Additionally, other studies have observed sulfenylation at the cysteine residue in both HsFN3K and HsFN3KRP^45^. The presence of HsFN3K in mitochondria, coupled with the enrichment of oxidative stress response pathways and metabolites, including glutathione, further underscores the connection between HsFN3K and oxidative stress response. Under conditions that generate ROS, HsFN3K may undergo covalent modification at the P-loop cysteine, influencing its activity and interactions with other proteins (Fig. 8). Our findings suggest that mutations in the P-loop cysteine can disrupt the interaction with LDHA (**Supplementary Fig. 3c**). Furthermore, HsFN3K’s interaction with several protein disulfide isomerases (PDIs) suggests that FN3K dimerization via disulfide bonds could be modulated in the ER (Fig. 5). Since NRF2, the master regulator of oxidative stress response, is deglycated by HsFN3K^15^, it is possible that HsFN3K KO alters oxidative stress response and redox balance through the NRF2 pathway. Alternatively, other proteins within these pathways could be direct substrates of HsFN3K, and mapping these substrates and sites of deglycation would be a major goal for future studies.

## Materials & Methods

### RNA-seq sample preparation:

FN3K KO was generated in HepG2 cells (bought from American Type Culture Collection (ATCC) HB-8065) as described previously^14^. HepG2 (WT and KO) cells were cultured on 6 am plates in triplicate to 70–80% confluency in Eagle’s Minimum Essential Media (EMEM, ATCC) containing 10% Fetal Bovine Serum. Cells were washed with PBS and harvested. The cell pellet obtained was shipped on dry ice to Novogene Corporation Inc (1007 Slater Road, Suite 140, Durham, NC 27703) for RNA extraction and RNA seq analysis.

### Immunoprecipitation and Mass Spectrometry sample preparation:

HepG2 (WT and KO) cells were cultured on 10 cm plate to 80–90% confluency. Cells were washed with PBS and lysed in 1ml of lysis buffer (50 mM Tris-HCl, pH 7.4, 150 mM NaCl, 1% Triton X-100, 1 mM EDTA, 10% glycerol and protease inhibitor cocktail). Cell lysate was spun down at 12000 rpm, and supernatant was subjected to immunoprecipitation with rabbit FN3K Polyclonal Antibody (1:200 folds dilution) (Invitrogen Catalog # PA5–28603) and 40ul slurry of protein A/G plus agarose beads (Pierce 20423) at 4C for 18h. Beads were washed 3 x lysis buffer, and bound proteins were eluted in 1x Laemmli SDS sample buffer. Proteins were resolved on 10% SDS-PAGE gel by running gel for 10 min (avoid running gel to full to minimize gel amount). The whole lane was cut and sent for trypsinization and MS analysis.

In-gel trypsin digestion protocol was as follows. First, the gel bands were sliced into small pieces, and then rinsed with 50% acetonitrile/20 mM ammonium bicarbonate (~pH7.5–8) twice. The gel pieces were dehydrated by adding 100% acetonitrile and dried out by a SpeedVac. A various amount of Trypsin solution (0.01μg/μL in 20 mM ammonium bicarbonate) was added until the gel pieces totally absorbed the Trypsin solution. The tubes were placed in an incubator at 37°C overnight. The tryptic peptides were extracted from gel pieces by incubating with 50% acetonitrile/0.1% formic acid twice. The extracts were dried down by a SpeedVac.

Mass spectrometry analyses were performed on a Thermo-Fisher LTQ Orbitrap Elite Mass Spectrometer coupled with a Proxeon Easy NanoLC system (Waltham, MA) located at Proteomics and Mass Spectrometry Facility at the University of Georgia.

The enzymatic peptides were loaded into a reversed-phase column (self-packed column/emitter with 200 Å 5 μM Bruker MagicAQ C18 resin), then directly eluted into the mass spectrometer. Briefly, the two-buffer gradient elution at the flow rate 450 nL/min (0.1% formic acid as A and 99.9% acetonitrile with 0.1% formic acid as B) starts with 0% B, holds at 0% B for 2 minutes, then increases to 30% B in 50 minutes, to 50% B in 10 minutes, and to 95% B in 10 minutes.

The data-dependent acquisition (DDA) method was used to acquire MS data. A survey MS scan was acquired first, and then the top 10 ions in the MS scan were selected for following CID MS/MS analysis. Both MS and MS/MS scans were acquired by Orbitrap at the resolutions of 120,000 and 15,000, respectively.

Data were analyzed using Xcalibur software (version 2.2, Thermo Fisher Scientific). Protein identification and modification characterization were performed using Thermo Proteome Discoverer (version 1.4) with Mascot (Matrix Science 2.7) and Uniprot database. The spectra of possible modified peptides were inspected further to verify the accuracy of the assignments.

### RNA-Seq data analysis:

We conducted RNA sequencing (RNA-Seq) on total RNA from the FN3K KO and the wild-type (WT) cell lines. RNA extraction, preparation of RNA library and transcriptome sequencing were conducted by Novogene Co., LTD. The obtained reads were then analyzed using the “new Tuxedo” package suite of tools^21^. HISAT2^22^ was first used to map the reads to the human reference genome separately for the KO and WT samples. This was performed using the default parameters. Then, the alignment was passed to StringTie^23^ for assembly and quantification of the transcripts. The assembled transcripts were then passed to Ballgown^24^ to perform statistical tests to identify differentially expressed transcripts between the WT and KO samples. We used Ballgown’s stattest function to perform a statistical comparison of the FPKM values for all assembled transcripts at the gene level and report the p-value and the fold change for genes that were significantly differentially expressed. Only genes with p-value < 0.05 and a log fold change > 0.2 were considered as significantly differentially expressed and used in subsequent analyses.

### Pathway enrichment analysis:

We collected the UniProt IDs for i) all the genes that were found to be differentially expressed in the RNA-Seq analysis and ii) the genes that were identified as interacting partners using IP. This list was uploaded individually or merged together into Cytoscape^46^ and the STRING Cytoscape plugin^47^ was used to build a STRING-based network of all these genes. We then used the STRING plugin to perform an enrichment analysis on this network of genes to find enriched pathways. Since we were interested primarily in identifying pathways, we only retained the enrichment results obtained for pathways from KEGG^48^, Reactome^49^, and Wiki pathways^50^. We used a redundancy cutoff of 0.2 within STRING to remove pathways that had a high overlap of genes. We further filtered this list to remove small pathways that had 5 or less genes with an FDR value below 0.05 (**Supplementary Dataset File 1**).

We used fold enrichment, a quantitative measure of the over-representation of a pathway, to rank order the obtained pathways. Fold enrichment is obtained by comparing the background frequency of total genes annotated for that pathway on humans to the actual genes that mapped to that same pathway from the list that was provided. Specifically, fold enrichment for each pathway was calculated using the following proportion:

 Fold enrichment = (n/M)/(Nb/Nt)

where,

n is the total number of genes from our list that match the pathway.

M is the total number of genes in our list.

Nb is the total number of background genes (total genes in that pathway) in humans.

Nt is the total number of genes in humans (19566, for human genome used by the STRING database version 11.5)

### Differential Scanning Fluorimetry (DSF):

Approximately 7 uM of Human FN3K WT or mutants (C24A, F39V, D234A, W219) were mixed with 1:500 SYPRO ORANGE (Sigma) in buffer (20 mM HEPES pH 7.4, 150 mM NaCl, 5% glycerol). The nucleotides or nicotinamides were added in the presence or absence of 6 mM MgCl2 to make the final concentration of 5 mM. The solution was then heated gradually from 20°C to 95 °C at the rate of 0.3°C, and the fluorescence was monitored using the StepOne Plus Real-time PCR instrument. Data was analyzed using Prism.

### Homology modeling, docking and ConSurf Analysis:

The crystal structure of the plant homolog from *A. thaliana* (PDB ID: 6OID) was used as a template for the homology model of HsFN3K. ADP was modeled in the pocket by aligning the crystal structure with the homology model. Magnesium ion was docked on the homology model using the Metal-Ion Binding(MIB)^37^ webserver. NADH was docked onto the homology model using scaffold docking with ADP as a template on the Acedock^36^ webserver. Chain A of the homology model was used as a query for the ConSurf^51^ server.

### Subcellular Fractionation, immunoprecipitation (IP) and Western Blot:

HepG2 cells were cultured on a 10 cm dish until they reached 80–90% confluency. Subcellular fractionation was conducted following a protocol from “Subcellular Fractionation: A Laboratory Manual”^52^. Briefly, cells from a 10 cm dish were lysed in ice-cold RSB buffer (10 mM Tris-HCl, pH 7.5, 10 mM NaCl, 1.5 mM MgC_2_) for 10 minutes and subjected to dounce homogenization. The lysed cells were then transferred to a microcentrifuge tube, and 400 μL of 2.5x homogenization buffer (12.5 mM Tris-HCl, pH 7.5, 525 mM mannitol, 175 mM sucrose, 2.5 mM EDTA) was added. The mixture was centrifuged at 1300g to pellet nuclei (the nuclear fraction), which was then washed with 1x homogenization buffer (5 mM Tris-HCl, pH 7.5, 210 mM mannitol, 70 mM sucrose, 1 mM EDTA) to remove contaminants. The supernatant was transferred to a new tube and subjected to a repeat 1300g centrifugation to ensure all nuclei were removed. The final supernatant was then transferred to a new tube and centrifuged at 17000g for 15 minutes to pellet the mitochondria (the mitochondrial fraction was washed with 1x homogenization buffer to eliminate contaminants). The remaining supernatant was designated as the cytosolic fraction and centrifuged at 17000g to clear mitochondrial debris. Nuclear and mitochondrial fractions were resuspended in 1 mL RIPA buffer (50 mM Tris-HCl, pH 7.4, 150 mM NaCl, 1% NP-40, 0.1% SDS, 0.5% deoxycholate) and sonicated, while the cytosolic fraction was dialyzed in RIPA buffer using Amicon centrifugal filters. Protein concentrations in each fraction were determined using a BioTek Synergy plate reader, all the subcellular fractions were normalized to 1mg/ml total proteins. Equal amounts of protein (400ug) were subjected to immunoprecipitation with anti-FN3K antibody (1:200 dilution) and 20 μL agarose protein A/G plus beads (Pierce). After 16 hours of incubation at 4°C, the beads were washed three times in RIPA buffer, and the bound proteins were eluted in 1x Laemmli buffer and resolved on 10% SDS-PAGE gels. Western blotting was carried out by transferring proteins onto a PVDF membrane using a semi-dry transfer system. Interacting proteins were detected using antibodies against fatty acid synthase (Invitrogen) and LDHA (Cell Signaling Technology). Antibodies against Vinculin, Histone H3, and SDHA (Cell Signaling Technology) served as subcellular markers. Detection of bound antibodies was performed using the LI-COR Odyssey M imaging system.

### Interaction of LDHA with Purified 6X-Histidine Tag HsFN3K:

25 μL of 50% Co^2+^ Talon beads were prepared by washing three times with Phosphate-Buffered Saline (PBS). To these prepared beads, 400 μL of the HepG2 cytosolic fraction (from 1mg/ml total proteins) was added, followed by the addition of 45 μL of 1 mg/mL His-tagged (HsFN3K) (wild-type and mutants as indicated). After 16 hours of incubation at 4°C, the beads were washed three times in RIPA buffer. Bound proteins were eluted in 1x Laemmli buffer and resolved on 10% SDS-PAGE gels. Western blotting was performed as described above using anti-LDHA and anti-His antibodies.

### NADH inhibition assay:

A mixture containing 10.0 μg (5 μL) of HsFN3K WT and its mutants, along with 50 mM Ribulose-N-α-Ac-lysine (5 μL) to reach a final concentration of 5 mM, was prepared. This mixture was then combined with 20 μL of a specially prepared solution comprising 150 μL of 5X Kinase Buffer (containing 160 mM HEPES at pH 7.4, 80 mM MgCl2, 1.2 M NaCl, and 40% v/v Glycerol), 15 μL of 250 mM Phosphoenolpyruvic acid (PEP), 45 μL of a PK/LDH mixture [ranging from 600 to 1000 units/mL for pyruvate kinase (PK) and 900 to 1400 units/mL for lactic dehydrogenase (LDH)], and 90 μL of H2O. To test inhibition, 10 μL of NADH stock at varying concentrations was added. The reaction was initiated with the addition of 10 μL of 2.5 mM ATP, achieving a final concentration of 0.5 mM ATP. The total volume for each reaction well was brought to 50 μL. Subsequently, the 96-well plate was placed into a Biotek Synergy H4 plate reader, where the absorbance at 340 nm was continuously monitored at 35°C for two and a half hours. For storage, proteins were kept in Buffer D (comprising 25 mM HEPES, pH 7.4, 300 mM NaCl, and 10% v/v Glycerol), which was also employed as the mock buffer when necessary.

## Figures and Tables

**Fig. 1.**
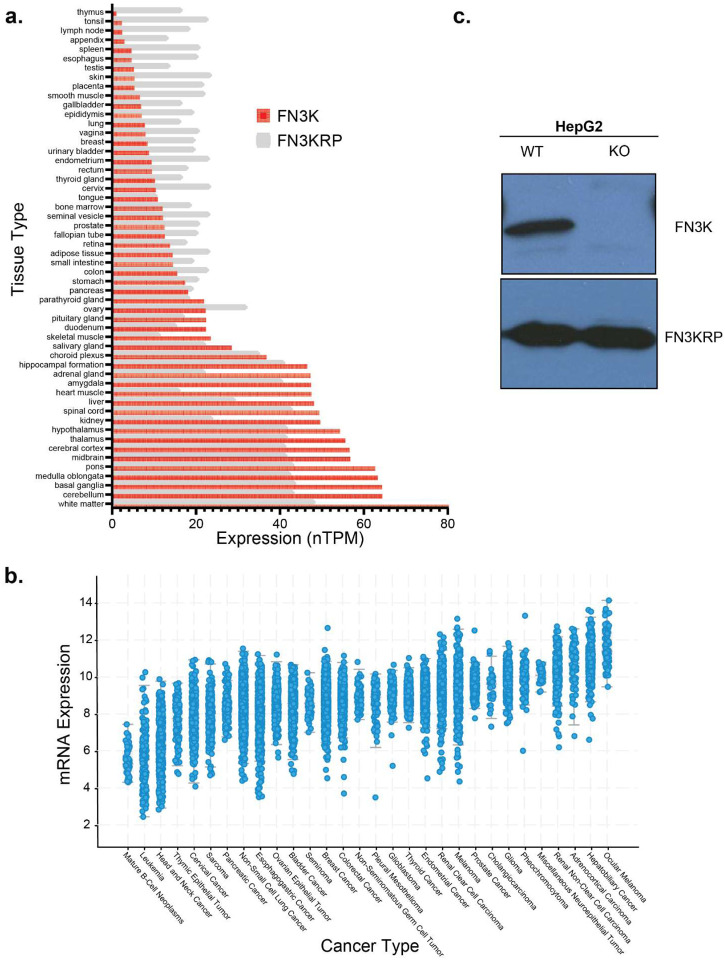
Study of FN3K expression in tissues and cancer cells. **(a)** Tissue-specific expression levels of human FN3K (HsFN3K) and human FN3KRP (HsFN3KRP), based on data from the Protein Atlas Database. **(b)** The levels of HsFN3K RNA expression across various types of cancer, arranged by median expression values. The figure was produced using cBioPortal^53^. Unit for mRNA expression levels: RSEM (Batch normalized from Illumina HiSeq_RNASeqV2) (log2(value + 1)) **(c)** Western blot analysis displaying the total quantities of HsFN3K and HsFN3KRP in both wild-type and FN3K knockout (KO) HepG2 cells. The blots were from separate gels.

**Fig. 2.**
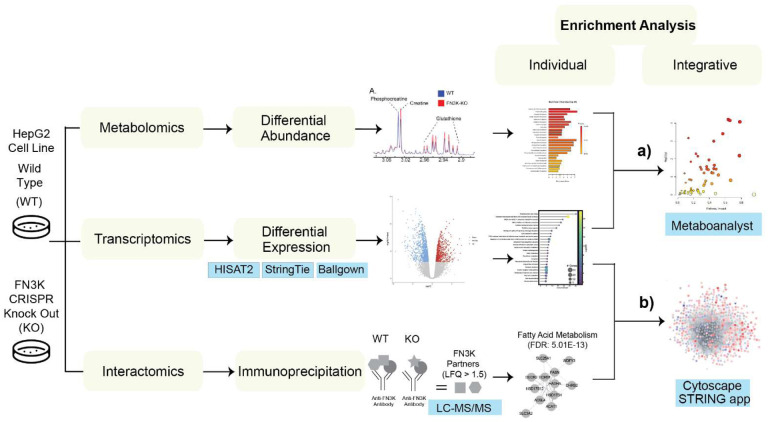
Schematic diagram describing the integrative analyses on the multi-omics datasets. FN3K CRISPR KO HepG2 liver cancer cell lines were leveraged to perform multi-omics analyses: transcriptomics, metabolomics and interactomics. Metaboanalyst and network based Cytoscape framework were used to perform the integrative analyses.

**Fig. 3.**
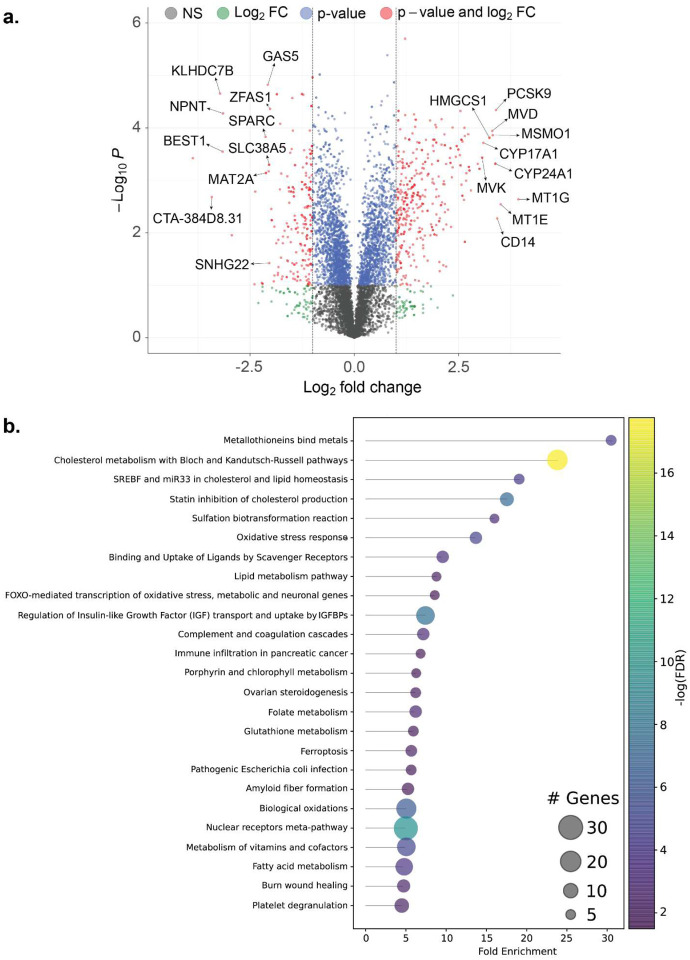
Identification of differentially expressed genes (DEG). **(a)** A volcano plot exhibiting significantly upregulated and downregulated genes in the FN3K knockout (KO) HepG2 cell line compared to the wild type HepG2 cell line. **(b)** A lollipop graph showcasing enriched biological pathways based on DEGs as ordered according to fold enrichment.

**Fig. 4.**
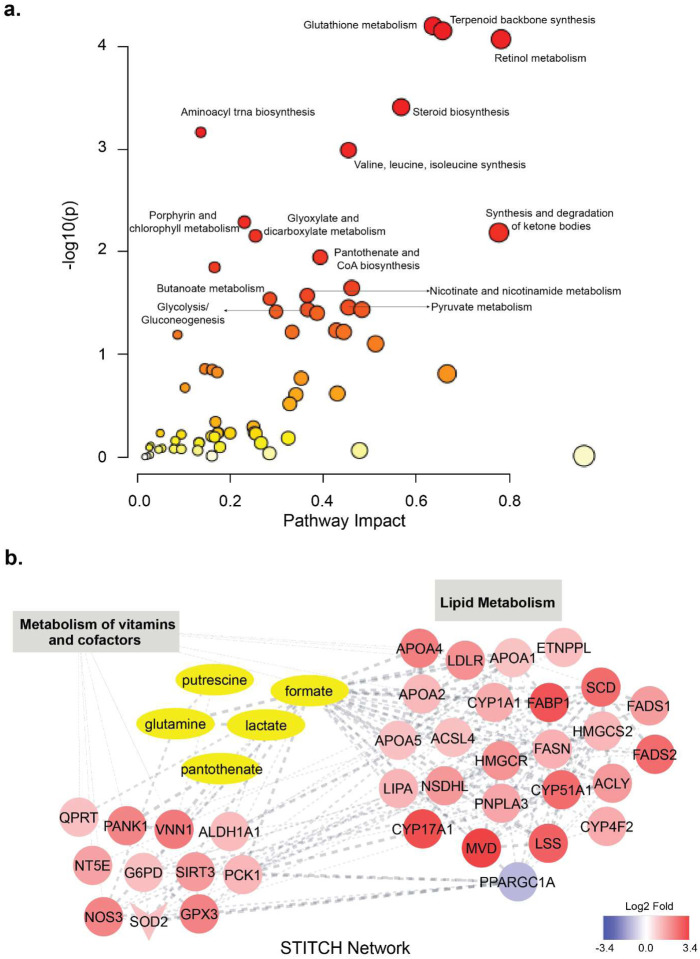
Joint pathway analysis of the transcriptomics and metabolomics datasets. **(a)** Plot showing enrichment of various pathways associated with glutathione, carbon, and co-factor metabolisms as identified through the Metaboanalyst tool. **(b)** STITCH network showing associations between DEGs and DAMs in the context of vitamin and co-factor metabolisms.

**Fig. 5.**
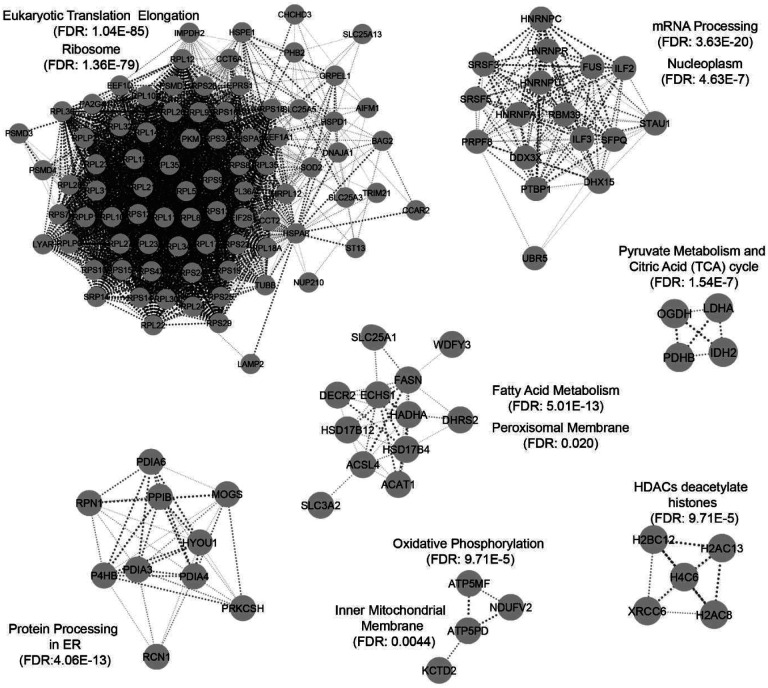
HsFN3K interactome is enriched in metabolic pathways such as fatty acid and pyruvate metabolism. HsFN3K interacting partners were identified through immunoprecipitation (IP) using anti-HsFN3K antibody followed by LC-MS/MS. Proteins with Label Free Quantitation (LFQ) normalized abundance ratio between WT and KO greater than 1.5 was identified as a potential interacting partner. StringApp in Cytoscape was used to define the edges with threshold of 0.4 confidence. Clustering was performed using MCL algorithm with granularity parameter set to 3.

**Fig. 6.**
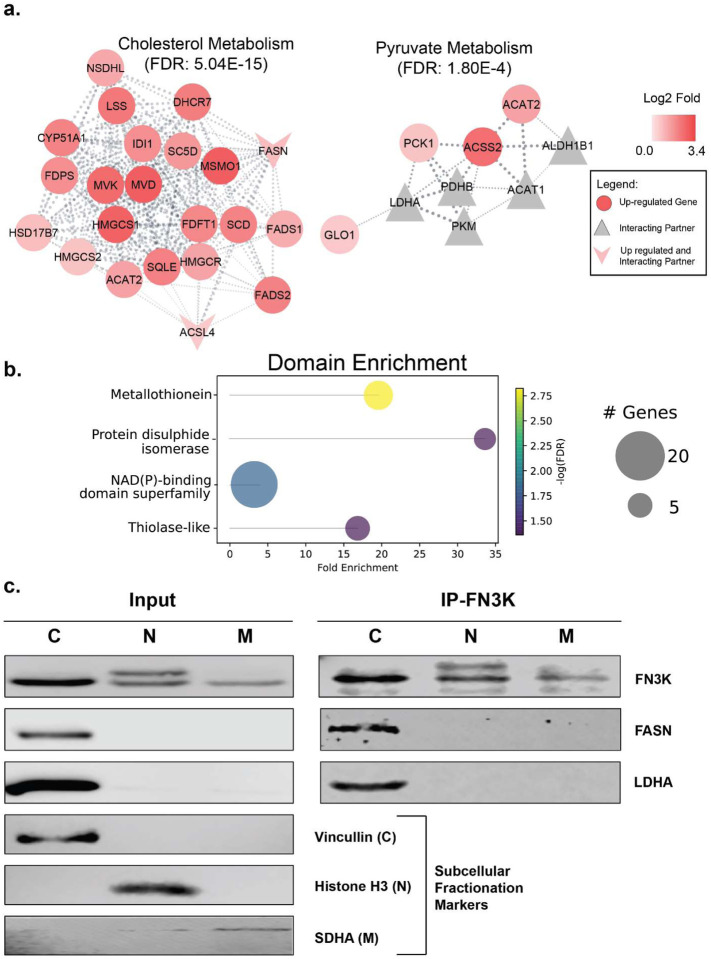
Integrative enrichment analysis of the transcriptomics and interactomics datasets using Cytoscape Stringapp framework. **(a)** DEGs identified from comparative transcriptomics are represented by circles, with up-regulated and down-regulated genes colored in red and blue, respectively. Interaction partners discovered through the Immunoprecipitation (IP) experiments are represented by triangles and colored gray. Proteins identified in both transcriptomic and interactomics data sets are represented as V symbols and colored based on their expression levels. **(b)** Lollipop graph showing domain enrichment on the integrative network. **(c)** Western blot analysis of subcellular fractionation of HepG2 cell lysate. Subcellular fractionation was followed by immunoprecipitation with anti-HsFN3K antibody on protein A/G agarose beads and immunoblotted for different proteins. C: Cytoplasm; N: Nuclear; M: Mitochondria. Full Blots are shown in Supplementary Figure 3a, b.

**Fig. 7.**
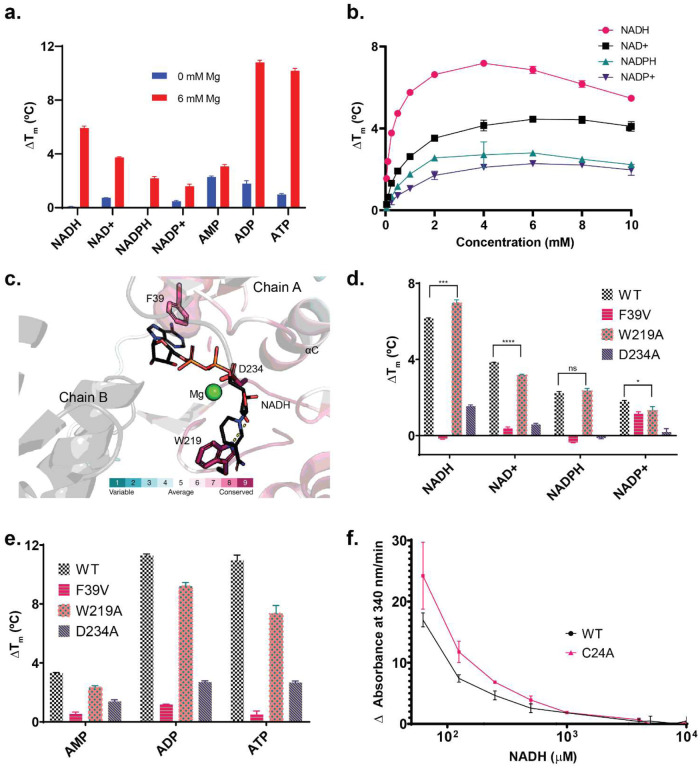
Interaction of Human FN3K (HsFN3K) and mutants with NAD compounds. **(a)** A bar chart showing shift in melting temperatures (ΔT_m_) for HsFN3K WT with 0 mM (blue) or 6 mM (red) magnesium (Mg). All tested compounds had a concentration of 5 mM. **(b)** Changes in ΔT_m_ of HsFN3K WT with 10 mM Mg at varied NAD compound concentrations ranging from 0.050 mM to 10 mM. **(c)** Homology model depicting the dimer of HsFN3K with NADH and Mg, utilizing Acedock and Metal Ion Binding (MIB) server, respectively. *A. thaliana* FN3K crystal structure (PDB ID: 6OID) was used as a template. The degree of conservation of the residues was evaluated and color-coded using the ConSurf server. **(d)** Bar chart showing ΔT_m_ for HsFN3K WT and the mutants in the presence of various NAD compounds. Asterisks (*) indicate values that were significantly different from the W219A mutant as compared to the WT (p<0.05, Student’s t-test). **(e)** Bar chart showing ΔT_m_ for HsFN3K WT and the mutants in the presence of different nucleotides. (**a, b, d, e**) Mean ΔT_m_ values ± SD were calculated from 3 independent experiments (N= 3) and were calculated by subtracting the control Tm value (Apo). **(f)** Inhibition of HsFN3K WT and C24A mutant activity by NADH. Pyruvate Kinase/Lactate Ribuloselysine was used as substrate. (N=3).

**Fig. 8.**
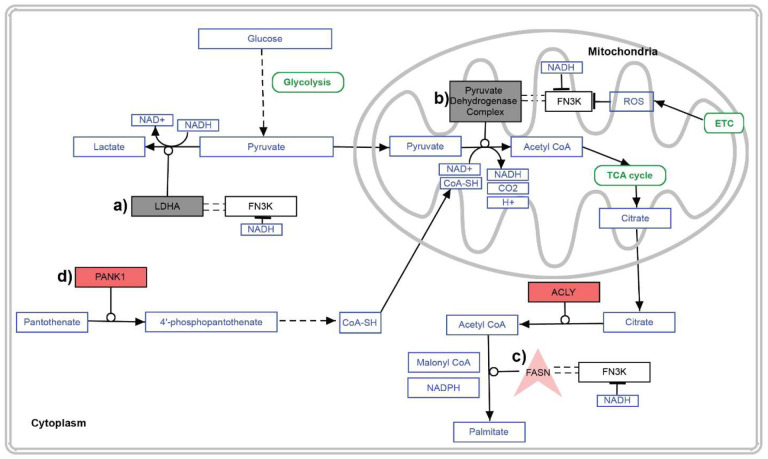
Model of HsFN3K cellular regulation and functions. Summary of the enriched pathways based on integrative-omics studies. Red Rectangle: Upregulated differentially expressed genes; Gray Rectangle: FN3K Interacting Partner, and Red V shape: FN3K partner and upregulated differentially expressed genes. PathVisio3^54^ was used to generate the figure.

## Data Availability

All relevant data supporting the findings of this study are available within the article (and its **supplementary information files**). RNA expression data for the WT and the FN3K KO samples have been deposited in the Gene Expression Omnibus database under the accession code GSE242555.

## Abbreviations:

ACAT2: Acetyl-CoA Acetyltransferase 2
ACSL4: Acyl-CoA Synthetase Long Chain Family Member 4
ACSS2: Acyl-CoA Synthetase Short Chain Family Member 2
ADP: Adenine Dinucleotide Phosphate
AGE: Advanced Glycation End
AMPK: AMP-Activated Protein Kinase
ATP: Adenosine Triphosphate
CRISPR: Clustered Regularly Interspaced Short Palindromic Repeats
CUL3: Cullin3
CoA: Coenzyme A
CYP: Cytochrome P450
DSF: Differential Scanning Fluorimetry
ER: Endoplasmic Reticulum
ETC: Electron Transport Chain
FASN: Fatty Acid Synthase
FN3K: Fructosamine-3-Kinase
FN3KRP: Fructosamine-3-Kinase Related Protein
G6PD: Glucose-6-Phosphate Dehydrogenase
GAS5: Growth Arrest Specific 5
GLO1: Glyoxalase
GPX3: Glutathione Peroxidase 3
GSTA1: Glutathione S-Transferase Alpha 1
HDAC: Histone Deacetylase
HMGCS1: 3-Hydroxy-3-Methylglutaryl-CoA Synthase 1
IHC: Immunohistochemistry
IP: Immunoprecipitation
KEAP1: Kelch-Like ECH-Associated Protein 1
KLHDC7B: Kelch Domain Containing 7B
LC-MS/MS: Liquid Chromatography and Tandem Mass Spectrometry
LDHA: Lactate Dehydrogenase A
LFQ: Label Free Quantitation
MCL: Markov Clustering Algorithm
MAT2A: Methionine Adenosyltransferase 2A
MGST1: Microsomal Glutathione S-Transferase 1
MSMO1: Methylsterol Monooxygenase 1
MT: Metallothioneins
MVD: Mevalonate Diphosphate Decarboxylase
MVK: Mevalonate Kinase
NAD: Nicotinamide Adenine Dinucleotide
NAT8: N-Acetyltransferase 8
NPNT: Nephronectin
NRF2: Nuclear Factor Erythroid 2-Related Factor 2
PANK1: Pantothenate Kinase 1
PCSK9: Proprotein Convertase Subtilisin/Kexin Type 9
PCK1: Phosphoenolpyruvate Carboxykinase 1
PDI: Protein Disulfide Isomerase
PRKAB2: 5’-AMP-Activated Protein Kinase Subunit Beta-2
PPI: Protein-Protein Interaction
ROS: Reactive Oxygen Species
RRM2: Ribonucleotide Reductase Regulatory Subunit M2
SAM: S-Adenosylmethionine
SCF: Subcellular Fractionation
SNHG22: Small Nucleolar RNA Host Gene 22
SPARC: Secreted Protein Acidic and Cysteine Rich

How the deposited data were processed for this re-analysis (not part of the article)

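RNA from 3 plates of WT and 3 plates of FN3K KO HepG2 cells was sequenced. The authors mapped the reads with HISAT2, quantified assembled transcripts with StringTie and deposited FPKM values per locus; the genome build, the strand of the libraries and the filter on loci are not named in the text of the paper. No locus was at 0 in all 6 libraries, the lowest mean was 0.414 FPKM, and 599 loci had a variance of FPKM under 1. To see whether low FPKM values keep whole reads, ratios between libraries were compared over the 300 loci with the lowest means: at most 2 loci shared a ratio in any of 15 pairs of libraries, against at least 19 in simulated whole reads with a mean of 10 per locus. Only a mean of 10 reads per locus was simulated, so whole reads at higher counts are not excluded. Library depth could not be recovered in this way and stays unknown, and no interval or detection limit was computed. The number of KO clones behind the 3 plates is not named in the text of the paper.

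Pearson correlations of log2(FPKM + 1) lay between 0.980 and 0.983 within the groups and between 0.923 and 0.931 across them. These are across loci, which are not independent replicates.

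All 6357 loci were tested in R 4.3.3 with limma 3.58.1 (lmFit, then eBayes with a variance trend) on log2(FPKM + 1), WT against FN3K KO, and p-values were adjusted by the Benjamini-Hochberg method. DEGs were called at an unadjusted p under 0.05 and a log2 fold change beyond 1 in size. The paper gives other fold limits in its results and methods, and these were tried as alternatives. Gene lists were tested with camera (preset correlation 0.01), fry, and camera with the correlation estimated, and adjusted over 20 lists. The lists of Figs. 4b and 6a and of the glutathione genes came from the paper and were chosen on these libraries. Older gene symbols were matched through a table of names. Single genes were compared with an exact permutation test where stated.

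The genes named are those the paper names in its text or in Fig. 3a, members of lists at a claim about that list, and the 5 highest and 5 lowest log2 fold changes among loci with an adjusted p under 0.05, a mean of at least 1 FPKM and groups that do not overlap. Some genes that meet this rule are not reported here. The rule, the tests, the 20 lists and all alternatives were fixed before the data were examined. The lists of ribosomal protein, ribosomal pseudogene, mitochondrial, respiratory chain and terminal oligopyrimidine mRNAs were added afterwards and adjusted over these 5 alone.

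Alternatives were a pseudocount of 0.1, a minimum mean of 1 FPKM, scaling to a common 75th percentile, limma without the variance trend, an ordinary linear model with the library adjustment of Ballgown, the replicate number as a block, and each library left out in turn. On simulated data with 200 of 6357 loci changed, limma recovered 92.5% of the changed loci at an adjusted p under 0.05 and made 12 false calls. The model with the library adjustment recovered 8.5%. The simulated libraries had no effect shared across loci, so the adjustment had nothing to correct and this contrast could not favour it. In the data 3670 loci passed in limma, far more than were changed in the simulation, so these shares do not carry over.

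To look for regions, medians of log2 fold changes over windows of 30 neighbouring loci were compared with 100 shuffles of the 4849 mapped loci. This scan was added after the data were examined. To place the edges of a region, 3 rules were tried: the union of the windows past the limit, the highest count of higher minus lower loci, and the highest difference in mean with log2 fold changes limited to 1.5. The last was used because in simulated data with 60 shifted loci it took in 0 loci outside the shift, where the others took in 8 and 44. It found 55 of the shifted loci, and the others 56 and 60. The results of all 3 are given with the observation. Tables of lengths and GC content came from GENCODE version 29 transcripts. Python 3.11.15 was used with pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9.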

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

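The patterns here were noticed in the data and then tested on the same 6 libraries, so each is a hypothesis. The tests on shuffled loci, on loci without the DEGs, on pseudogenes, on a single KO library for mitochondrial mRNAs, on their scaling, on DNA copies and on the shortest transcripts were chosen only after the result was seen.

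The paper does not discuss where in the genome the changed loci lie. On chromosome 14, 49 of 50 mapped loci between 22598237 and 39432500 (GRCh38, from ABHD4 to FBXO33) were higher in FN3K KO cells, with a median log2 fold change of 0.60, against 38.0% of loci and a median of -0.13 elsewhere. The share inside depends on how the edges were placed, and 3 rules were tried. The rule that takes the union of windows gave 64 of 77 loci and a median of 0.50, and the rule that counts higher minus lower loci gave 75 of 92 and 0.46. In 0 of 100 shuffles of the loci did any window of 30 reach the height seen here, and no other chromosome passed the limit, which argues against a chance arrangement. With 49 of 50 loci higher, a few strongly changed loci are argued against as the cause. Without the 9 DEGs of the segment the median was 0.56. Leaving out 9 of 50 loci could not have brought this median near 0, so that check adds nothing. After regression on GC content, transcript length and expression level, which took 0.801% of the variance, the median was 0.65. In the lowest of the 3 KO libraries the median against the WT mean was 0.60, so one KO library is not the cause. It was 0.64 with scaling to a common 75th percentile. A candidate explanation is an extra copy of the segment in the KO line, where nearly every locus would be higher, as 98% are. The RNA values hold no DNA measurement and the segment was picked for this share, so extra copies cannot be told apart from joint regulation of the region. A difference between the KO line and its parent that does not come from the loss of FN3K stays open for these loci. It was not tested, and it stays open for every other change between the lines as well.

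Ribosomal protein transcripts were lower in FN3K KO cells, which the paper does not report. Of 60 listed loci 58 were lower, with a median log2 fold change of -0.77 against -0.14 for all loci, and 55 were lower at an adjusted p under 0.05 in limma. With each library left out in turn the median stayed between -0.80 and -0.75, and it was -0.73 with the other scaling. The median of 1821 other protein-coding loci with transcripts of 529.9 to 2141 nt, the range of most ribosomal protein transcripts, was -0.056. Among transcripts of up to 664 nt, 121 other loci had a median of 0.086 and 15 ribosomal protein loci one of -0.69, which argues against a loss of short transcripts. After the regression on GC content, length and expression level the median was -0.73. Reads moved to pseudogenes would raise these, but the 25 loci named as ribosomal protein pseudogenes had a median of -0.80. Ribosomal protein mRNAs share a terminal oligopyrimidine tract with other mRNAs, and a list of these that encode no ribosomal protein was written before their values were looked at. Of 18 listed by name 17 were lower, with a median of -0.67, which is consistent with a lower level of this class of mRNAs. Host genes of snoRNAs, a list fixed before the data were examined, had a median of -1.47 over 10 genes. With the correlation estimated, camera gave a Benjamini-Hochberg adjusted p of 0.0659, over the 5 lists added, for the ribosomal protein loci. It gave 0.0963 for the other mRNAs with a terminal oligopyrimidine tract and 0.160 for the pseudogenes. None of these lists passed 0.05 in that test. Growth state of the plates and differences between the lines stay open as untested.

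Mitochondrially encoded mRNAs were higher in FN3K KO cells, with a median log2 fold change of 0.80 over 10 listed genes, all higher. Loci of the mitochondrial chromosome took 10.8%, 10.0% and 10.5% of FPKM in the WT libraries and 15.6%, 13.1% and 20.1% in the KO libraries. Without KO replicate 3 the median was 0.58, so that library alone does not make the rise. Scaling to a common 75th percentile gave 0.84. The 49 listed nuclear genes of the respiratory chain had a median of 0.064, which argues against a joint rise of the same size. That median was 0.0046 without WT replicate 1 and 0.13 with the library adjustment of Ballgown, where the mitochondrial mRNAs had 0.61. At an adjusted p under 0.05, 10 mitochondrial mRNAs were higher in limma and 0 with the library adjustment. Leaving out 1 library gave from 7 to 10. With the correlation estimated, camera gave an adjusted p of 0.313, so the rise of the list did not pass that test. The handling of the plates and the extraction of RNA stay open as untested.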

How the results depend on the processing

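FN3K kept its direction and its adjusted p under 0.05 under every alternative run. Among the other genes and the lists not assigned to a claim, 35 results lost their adjusted p under 0.05 in at least 1 alternative, 3 gained it and 8 reversed. With the library adjustment of Ballgown, MGST1 (1.12) and PDHB (0.24) were among those that lost it; the cause was not tested.

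Some genes changed direction between the alternatives. PMVK, at 0.042, ranged from -0.067 to 0.16 without 1 library. LBR, at -0.018, ranged from -0.15 to 0.051 without 1 library and was 0.024 with a common 75th percentile and 0.32 with the library adjustment of Ballgown. ACACA, at 0.062, ranged from -0.21 to 0.35 without 1 library. ACSL3, at 0.051, ranged from -0.057 to 0.11 without 1 library. FTH1, at 0.031, ranged from -0.00618 to 0.065 without 1 library. ABCC2, at 0.011, ranged from -0.041 to 0.067 without 1 library and was -0.040 with the library adjustment of Ballgown. SIRT3, at 0.30, ranged from -0.20 to 0.57 without 1 library. For SIRT3, leaving out WT replicate 1 gave -0.20. The library adjustment of Ballgown gave 0.84 for ACACA, 0.23 for PMVK, 0.23 for ACSL3, 0.14 for FTH1 and 1.69 for SIRT3. Each value lies above the range of that gene without 1 library. None of these 7 genes had an adjusted p under 0.05 in limma, and the cause of each change was not tested.

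The fold limit set the number of DEGs: 68 (53 higher, 15 lower, 3 RNA genes or pseudogenes) with a limit of 2 and 3745 (1382 higher, 2363 lower, 135 RNA genes or pseudogenes) with 0.2, against 485 with 1, by construction of the limit. A pseudocount of 0.1 gave 638 DEGs and 40 RNA genes or pseudogenes. With the library adjustment of Ballgown, 1127 loci in place of 3670 had an adjusted p under 0.05, in a model with fewer residual degrees of freedom, and 351 of its 436 DEGs were shared with limma. Leaving out one library gave from 462 to 531 DEGs and from 3090 to 3575 loci with an adjusted p under 0.05.

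Of the 20 lists, 17 passed in camera with the preset correlation and 0 with the estimated one, where 12 had an unadjusted p under 0.05. The medians do not move with this choice: cholesterol pathway 2.24, coenzyme A synthesis 0.63, fatty acid synthesis 0.73, lipid genes of Fig. 4b 1.58, vitamin and co-factor genes of Fig. 4b 1.42, upregulated pyruvate genes of Fig. 6a 1.62, pyruvate partners 0.34, gluconeogenesis 0.70, glutathione genes 1.68, metallothioneins 2.67, NAD metabolism 0.33 and NRF2 targets 0.50. Gluconeogenesis, at 0.61, also did not pass with the library adjustment of Ballgown; the cause was not tested. The partners of Fig. 5 moved from -0.05 to 0.0333 in that model, neither past the threshold.

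The labels share the numbers 1 to 3, but deviations of libraries with the same number had correlations of 0.00958, 0.00606, 0.0458, so the numbers do not pair the plates. With a replicate block, 486 DEGs and 3707 loci with an adjusted p under 0.05 were called.

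Of the 10 splits of the 6 libraries into 3 and 3, 1, the real one, gave as many DEGs, as many loci with an adjusted p under 0.05 and as many lists. The other splits gave from 5 to 21 DEGs and from 0 to 1 loci, and from 8 to 16 lists of 20. Each of the other splits sets 2 libraries of one group and 1 of the other against the rest, so part of the difference between KO and WT remains in them, and their lists are not a rate of false calls. With 10 splits the share cannot fall under 0.10. The count test planned for a table of counts was not run, because the values are FPKM. Unknown depth limits what can be said of loci with low FPKM.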

Differences from the paper's values

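SNHG22 was 1.69-fold lower in FN3K KO cells in limma, against the paper's 4.1-fold. Among the alternatives set before the data were examined, the linear model with the library adjustment of Ballgown gave 4.11-fold. With a pseudocount of 0.1 it was 2.09-fold and without WT replicate 3 2.24-fold. Neither reached the paper's fold, but the gap on the log2 scale was smaller than 1 SD of log2(FPKM + 1) over the WT libraries. SNHG22 passed the limits of a DEG in the model with the library adjustment and without WT replicate 3. The minimum mean of 1 FPKM, the common 75th percentile, limma without the variance trend, the replicate block and the fits without each of the other libraries left a gap larger than this SD.

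The paper places MGST1 among the genes of an enriched pathway and draws SOD2 and SIRT3 in Fig. 4b. In limma they had log2 fold changes of 0.93, 0.92 and 0.30, under the fold limit of 1. With the library adjustment of Ballgown their folds were 2.18, 2.08 and 3.23, past that limit at an unadjusted p under 0.05. With a fold limit of 0.2, MGST1 and SOD2 were also called.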

Other observations

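Other lists fixed before the data were examined gave these medians of log2 fold changes. ATF4 targets had -0.48 over 14 genes, with 2 higher and 9 lower at an adjusted p under 0.05 in limma. With the library adjustment their median was -0.36, with 1 higher and 2 lower at that limit. As a list they had an adjusted p of 0.11 in camera with the preset correlation, 0.297 with the estimated one and 9.4e-04 in fry. Abundant hepatocyte plasma proteins had 0.26, cell-cycle genes 0.18, glycolytic enzymes 0.21 and interferon-stimulated genes 0.12. In the model with the library adjustment of Ballgown, these medians were 0.07 for the plasma proteins, 0.29 for the cell-cycle genes and 0.34 for the glycolytic enzymes. Without WT replicate 2 the median of the cell-cycle genes was 0.29. The partners drawn in Fig. 5 had -0.05 over 34 genes, with 12 higher and 12 lower at an adjusted p under 0.05. Their median was -0.11 without WT replicate 1 and -0.02 without WT replicate 3. The cholesterol genes of Fig. 6a, chosen by the study on these libraries, had 2.46.

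Among the 5 highest log2 fold changes by the rule for named genes were those of MT1G, MSMO1, MT1E and HMGCS1, and the 5 lowest were those of CTA-384D8.31, FN3K, KLHDC7B, BEST1 and NPNT. BEST1, at -3.19, overlaps FTH1, an abundant transcript, so its level is uncertain.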
